A study of Mus musculus with 6 samples. Its data were reported in "Anterograde regulation of mitochondrial genes and FGF21 signaling by hepatic LSD1" (2021).

How the data were processed

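Liver RNA was extracted with a column kit and enriched for poly-A RNA from 3 Control and 3 LSD1-LKO mice of the C57BL/6 strain, per the labels. LSD1-LKO mice are adult Lsd1-floxed mice given AAV8-TBG-Cre by tail vein, which deletes the gene in hepatocytes, and Control mice are floxed mice given AAV8-TBG-GFP. The series description gives 12 weeks of high-fat diet, whereas the methods of the study describe tissue collection after a shorter time on the diet, so the time on the diet is uncertain. The labels give no sex for these 6 mice, and per the methods most experiments of the study used males.

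Per the labels and the methods, the authors mapped reads to mm10 with STAR, assembled transcripts with StringTie and compared the groups with DESeq2 on the Galaxy platform. Versions, annotation, strand and the treatment of reads with several matches are not given in the sources used here. The deposited table has 27179 rows named by Entrez gene, of which 18442 had a base mean above 0, 18441 a p-value and 14257 an adjusted p. Its base mean is a signal that the authors made by averaging counts divided by DESeq2 size factors over all livers. The log2 fold changes and their SE were deposited by the authors as DESeq2 gave them, on the log2 scale. The deposited Wald statistic is a score equal to the log2 fold change over its SE (largest difference 1.28e-13), and each deposited p-value was the two-sided normal p-value of that score. The folds are shrunken: below a base mean of 0.5 none exceeded 0.101 in size. Adjusted p-values were present from a base mean of 3.45 upward, as the DESeq2 run of the authors filtered low means, and an empty adjusted p was kept empty. The table does not name the numerator of its ratio. It was read as LSD1-LKO over Control, the direction in which Kdm1a, the deleted gene, is lower.

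No test between livers could be run, since the values used here are per comparison, not per liver, and the number of columns with values per sample left unused was 0. The edgeR and limma fits planned for counts or normalized values were therefore not run, and the DESeq2 results of the authors stand in their place, as the plan foresaw for such a table. Tested genes are those with an adjusted p, and the threshold was an adjusted p under 0.05. Depth per liver is unknown, but the base means sum to 2.07e+07. CPM here means base mean over the sum of all base means, on the usual CPM scale. Symbols were taken from the table. 25 symbols that a spreadsheet had turned into dates, and those of 5885 rows without one, which carried 0.237% of the summed base mean, were looked up by Entrez identifier in the RefSeq annotation of GRCm38, the build also called mm10. It matched 13972 of the 14257 tested genes and gave the coordinates. Transcript length and GC content are medians over the protein-coding transcripts of GENCODE vM21 and were known for 13304 tested genes.

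Fixed before the data were examined were 53 gene lists with 1021 entries, among them 10 of nuclear-encoded mitochondrial genes and 11 of cell type markers, and all but 2 entries matched a row. Lists with at least 3 tested members, 52 in number, were compared with all other tested genes by camera on the Wald statistics (limma 3.58.1 in R 4.3.3, cameraPR) with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. The correlation cannot be estimated without values per liver, so a preset of 0.05 and a rank form were tried. Counts adjusted over the list alone apply the Benjamini-Hochberg method to the members only, and for a list given without one it equals the count over all genes. Fisher's exact tests were two-sided (scipy 1.17.1 in Python 3.11.15). Genes were named by a rule fixed beforehand. It took Kdm1a and the tested members of an incomplete list of genes that the study's text names from its own measurements. These were of mRNA or, for Atf4, Ppara, Creb3l3 and Xbp1, of protein. It also took the 12 highest and 12 lowest folds among changed genes of at least 10 CPM, without predicted genes and pseudogenes. Per list it took the up to 4 changed members of smallest p or, with none changed, the member of smallest p. The part of the rule that asks for livers of the groups not to overlap could not be applied. ND3, Cyp4a14, Cyp4a10, Pltp, Ldha, Psat1, Hspe1, Nqo1, Gstp1, Gstm3, Cyp2d9, Hsd3b5, Oat and Lhpp, which complete small counts, fall outside the rule and were chosen after their values were seen.

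Alternatives were no filter on level (all 18441 p-values adjusted), genes of at least 10 CPM only, an adjusted p under 0.01, an unadjusted p under 0.05, folds recentred on the median of genes of at least 10 CPM (−0.04), and folds without the trend on length, or on length and GC content (loess, span 0.5, 13304 genes). Intervals of list medians are 95% bootstrap intervals from 2000 draws over genes. The recomputation was tested on simulated data for the comparison of LSD1-LKO with Control, with the deposited SE of 14257 genes and 200 genes changed by known amounts. It recovered 6% of genes changed by 0.25 on the log2 scale, 64% at 0.5, 96% at 1 and 100% at 2, and called 0.0868% of unchanged genes. A shift of −0.2 planted in the mitochondrial genes was found, and 0 of 41 lists that share no member with them were called. The simulated errors were independent between genes, so these list results do not cover correlation between genes. They were also drawn from the same SE that the test then used, and the planted changes were not shrunk. The rates of recovered and falsely called genes therefore cannot check the SE or the shrinkage. For a planted trend on length, the fitted slope on log2 length went from −0.147 before removal to 0.00107 after it.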

Results

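To ask how the loss of the histone demethylase LSD1 from hepatocytes alters liver gene expression, poly-A RNA was sequenced from 6 livers of C57BL/6 mice on a high-fat diet. The floxed mice received an adeno-associated virus of serotype AAV8 with the hepatocyte-specific promoter of thyroxine-binding globulin (TBG), which drove Cre recombinase in the 3 LSD1-LKO mice and GFP in the 3 Control mice. The values came from 1 comparison of the 2 groups, the authors' deposited table of DESeq2 results. It holds a fold change, its SE and its p-values per gene and no value per liver. The depth of each library is therefore unknown, and the spread between livers enters only through the SE. Mean levels are given as CPM, the base mean in that table over the sum of all base means. Every gene value that follows is a log2 fold change ± SE of LSD1-LKO over Control from the authors' deposited table, with its DESeq2 adjusted p. The folds had been shrunk toward 0 before deposit, so those of weakly expressed genes are understated.

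Kdm1a, the gene for LSD1 (Entrez 99982; GRCm38 chromosome 4, 136550533 to 136602787), was lower in the LSD1-LKO livers, at −1.50 ± 0.16 with an adjusted p = 1.32e-19 in the authors' deposited table. The direction of this value was set by how the ratio was read, so only its size and p-value are informative. Read so, the level of Kdm1a fell by 64.6% from the Control level, with a mean level of 10.6 CPM over the 6 livers. This gene-level value cannot separate transcripts with and without the floxed part, nor hepatocytes from other liver cells. Its homolog Kdm1b, which encodes LSD2, was at −0.22 ± 0.10 (adjusted p = 0.125) in the same deposited table and did not pass the threshold. Among 14 tested genes of LSD1 and CoREST complexes, 1 fell, Kdm1a itself, and 1 rose, the transcription factor gene Rreb1 (0.39 ± 0.10, adjusted p = 0.000904). The list as a whole did not differ from other genes (camera adjusted p = 0.441), and its median of 0.03 and its mean of −0.07 had opposite signs.

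Of 14257 tested genes, 1754 were higher and 846 were lower in LSD1-LKO at a DESeq2 adjusted p under 0.05 in the authors' deposited table, so 67.5% of the changed genes rose. The genes that rose changed more: 516 rose by at least 2-fold and 98 by at least 4-fold, while 28 fell by at least 2-fold. The balance changed with the level. Below 1 CPM 135 genes rose and 7 fell, and from 1 to 10 CPM 717 rose and 97 fell. From 10 to 100 CPM 753 rose and 507 fell, and at 100 CPM or more 149 rose and 235 fell. Among genes of at least 10 CPM alone, adjusted anew, 935 rose and 808 fell. With the folds centred on the median of these genes, 1992 rose and 573 fell, a share of 77.7% higher.

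**Figure D1:**
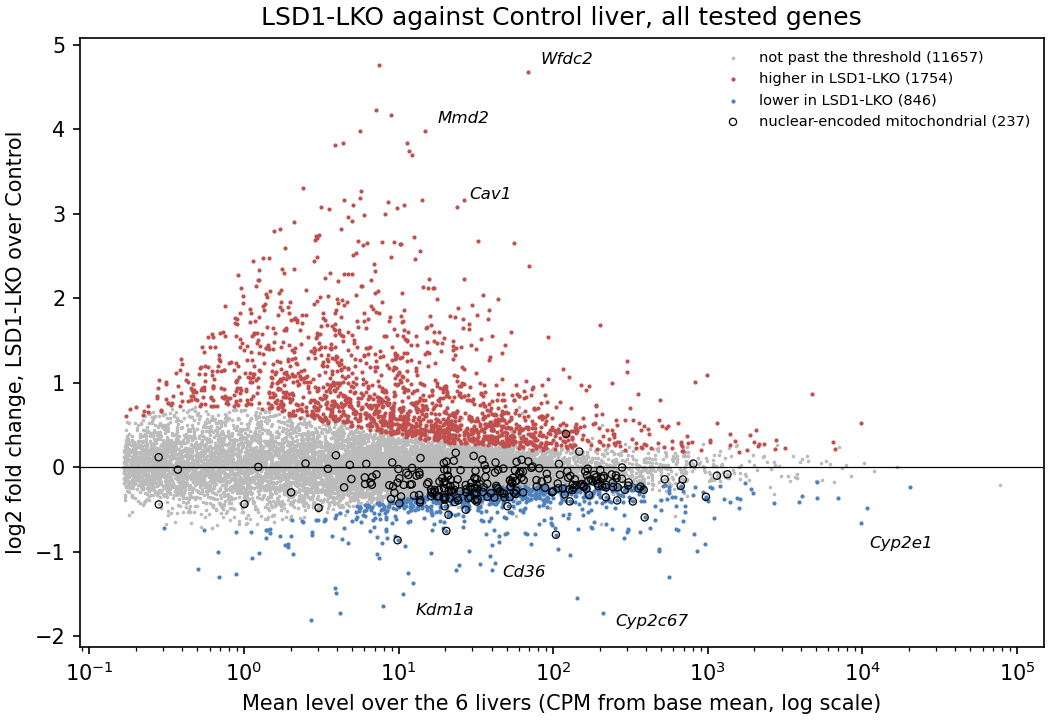
Each point is 1 of the 14257 genes with an adjusted p in the authors' deposited table, with its mean level in CPM over the 6 livers (x axis, log scale) against its log2 fold change of LSD1-LKO over Control (y axis). Red points are the 1754 higher and blue points the 846 lower genes, grey points did not pass, and black circles mark the 237 nuclear-encoded mitochondrial genes, which sit mostly below 0.

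Among changed genes of at least 10 CPM, the steepest rise in the authors' deposited table was that of Wfdc2, a gene for a secreted protease-inhibitor-like protein (GRCm38 chromosome 2, 164562715 to 164568510), at 4.68 ± 0.12 or 25.6-fold. It was followed in the same deposited table by Mmd2 (3.98 ± 0.19) and Atp6v0e2 (3.84 ± 0.21), which encodes a vacuolar proton pump subunit. The same deposited table had Fam81a (3.75 ± 0.18) and Cyfip2 (3.69 ± 0.18), a regulator of actin, after these. Next came Pcp4l1 (3.17 ± 0.14), Abcb1b (3.16 ± 0.16), a drug efflux pump, the imprinted gene Peg10 (3.11 ± 0.18), Cav1 (3.08 ± 0.13), the main protein of caveolae, Cntnap1 (2.72 ± 0.22), Enho (2.67 ± 0.18), which encodes adropin, and the zinc transporter Slc39a4 (2.66 ± 0.12), all from the authors' deposited table. The steepest falls there were those of the cytochrome P450 gene Cyp2c67 (−1.73 ± 0.13), the carboxylesterase Ces1e (−1.54 ± 0.11), Kdm1a, Fbf1 (−1.37 ± 0.18), Cyp2c29 (−1.30 ± 0.14), Fam25c (−1.25 ± 0.16) and the glutathione transferase Gsta4 (−1.22 ± 0.14). After these came Fitm1 (−1.21 ± 0.12), a protein of lipid droplet formation, Cyp2c38 (−1.16 ± 0.14), Serpina7 (−1.14 ± 0.26), which encodes thyroxine-binding globulin itself, Hsd3b2 (−1.13 ± 0.11) and Cd36 (−1.05 ± 0.13), by the same deposited table. Kdm1a was thus at −1.50 ± 0.16 among the 12 lowest. The largest adjusted p of these 24 genes was 0.000186, that of Serpina7. Cyp2c and Ces1 genes lie in families of near-identical copies, so reads may have been split between members and their values are uncertain.

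Nuclear-encoded mitochondrial genes fell as a group. Of 237 tested members of the 10 lists fixed before the data were examined, 76 fell (101 when adjusted over the list alone) and 1 rose, Idh2, the mitochondrial NADP-dependent isocitrate dehydrogenase (0.40 ± 0.09, adjusted p = 6.47e-05 in the authors' deposited table). The share that fell was 32.1% against 5.49% of all other tested genes (Fisher's exact test, two-sided, p = 6.32e-36). The size of the change was modest: the median of the members was −0.20, or −13%. Genes are not independent replicates, so this test describes the lists in these 6 livers. After recentring of the folds 49 members fell and 20.7% stood against 3.74% of other genes (Fisher's exact p = 9.10e-22).

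Mitochondrial ribosomal protein genes fell in 22 of 78 members (37 when adjusted over the list alone, median −0.24, camera adjusted p = 5.30e-07), led in the authors' deposited table by Mrpl53 (−0.56 ± 0.11, adjusted p = 8.44e-06), Mrpl45 (−0.50 ± 0.11), Mrps7 (−0.35 ± 0.08) and Mrpl34 (−0.46 ± 0.12). Genes of protein import through the outer and inner membrane fell in 10 of 25 (11 when adjusted over the list alone, median −0.22, camera adjusted p = 0.000151). The deposited table of the authors had the intermembrane chaperone Timm9 (−0.75 ± 0.12, adjusted p = 4.06e-08), the receptor-channel homolog Tomm40l (−0.80 ± 0.14), Tomm22 (−0.36 ± 0.10) and Timm8b (−0.41 ± 0.12) at its head, while Timm23 stood at −0.21 ± 0.16 (adjusted p = 0.452). Among factors that replicate, transcribe and translate mtDNA, 7 of 25 fell (7 when adjusted over the list alone, camera adjusted p = 0.00282, and 0.0626 with a preset correlation of 0.05, of a range of 0.000293 to 0.0626 over the alternatives). They included the mitochondrial transcription factor Tfb2m (−0.86 ± 0.16, adjusted p = 1.63e-06), the translation initiation factor Mtif2 (−0.41 ± 0.10), the mtDNA polymerase Polg (−0.35 ± 0.10) and Mterf4 (−0.37 ± 0.11) in the authors' deposited table. The accessory subunit Polg2 at −0.30 ± 0.14 (adjusted p = 0.145) and the RNA polymerase Polrmt at −0.25 ± 0.12 (adjusted p = 0.172) did not pass there.

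Among subunits of the respiratory chain, 10 of 37 fell in complex I (12 when adjusted over the list alone) and 2 of 8 in complex III (3 when adjusted over the list alone). In complex IV 2 of 10 fell (6 when adjusted over the list alone) and in complex V 3 of 16 (3 when adjusted over the list alone). The medians of complexes I, III, IV and V were −0.12, −0.15, −0.20 and −0.15, with camera adjusted p = 0.00282, 0.0284, 0.0213 and 0.0213. Those calls ended with a preset correlation of 0.05 (adjusted p = 0.0707, 0.0813, 0.0707 and 0.0932). Those of complexes III, IV and V ended also among genes of at least 10 CPM (adjusted p = 0.092, 0.092 and 0.115), after removal of a trend on length (adjusted p = 0.107, 0.0666 and 0.0666) and after removal of a trend on length and GC content (adjusted p = 0.0987, 0.060 and 0.0671). The camera adjusted p ranged from 5.43e-05 to 0.0707 over the alternatives for complex I, from 0.00182 to 0.107 over the alternatives for complex III, from 0.0013 to 0.092 over the alternatives for complex IV and from 0.000615 to 0.115 over the alternatives for complex V. Examples in the authors' deposited table were Ndufb11 (−0.32 ± 0.09, adjusted p = 0.00403), Uqcrb (−0.30 ± 0.08), Uqcrq (−0.23 ± 0.07), Cox4i1 (−0.27 ± 0.07, adjusted p = 0.00187), Cox6b1 (−0.22 ± 0.08), Atp5g3 (−0.25 ± 0.07), Atp5j2 (−0.24 ± 0.09) and Atp5j (−0.20 ± 0.07). Of the 3 tested complex II subunits 0 passed in DESeq2, and 0 at an unadjusted p under 0.05. The lowest p among them in the authors' deposited table was that of Sdha, at −0.14 ± 0.08 (adjusted p = 0.232), and the list did not differ from other genes (camera adjusted p = 0.502). In the tricarboxylic acid cycle and the pyruvate dehydrogenase complex 7 of 18 members fell and 1, Idh2, rose (9 and 1 when adjusted over the list alone, camera adjusted p = 0.00545, and 0.0626 with a preset correlation of 0.05, of a range of 0.000264 to 0.0626 over the alternatives). The E2 subunit Dlat (−0.46 ± 0.09, adjusted p = 1.56e-05), Pdhx (−0.38 ± 0.10) and Idh3g (−0.31 ± 0.09) were the leading falls in the authors' deposited table.

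Genes encoded in the mitochondrial genome were lower too. Of 8 tested members 7 fell (8 when adjusted over the list alone), with a median of −0.36 and a camera adjusted p = 4.34e-05. In the authors' deposited table cytochrome b, CYTB, stood at −0.49 ± 0.08 (adjusted p = 7.80e-09), ND2 (−0.36 ± 0.07), ND4 (−0.34 ± 0.07) and ND6 (−0.38 ± 0.09) followed, and ND3 at −0.46 ± 0.18 (adjusted p = 0.0551) was the tested member that did not pass. COX1 was among the most abundant transcripts, with 20262 CPM. The same deposited table listed COX2 at a base mean of 0.18 and ATP6, ATP8 and COX3 at 0, so the counts of the authors do not cover this genome in full.

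**Figure D2:**
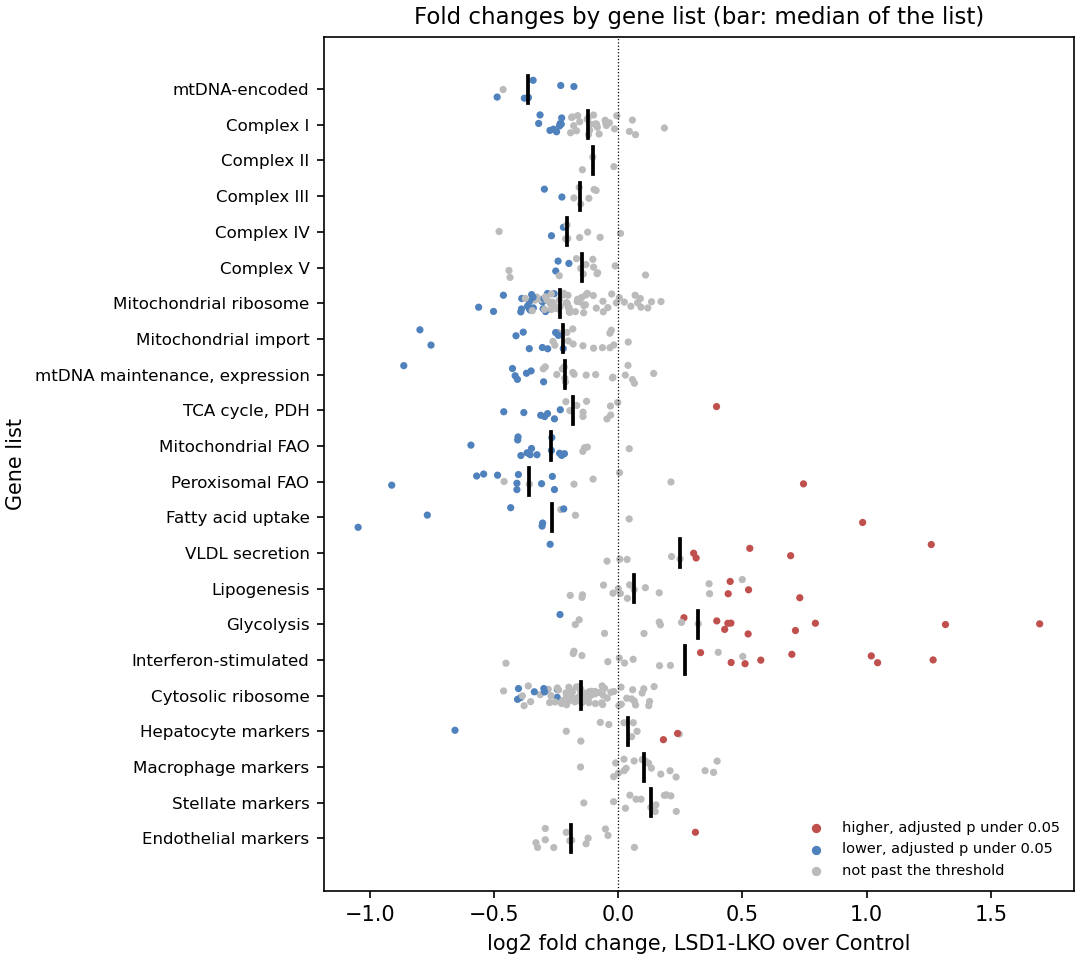
Each point is 1 tested gene with its log2 fold change of LSD1-LKO over Control from the authors' deposited table (x axis), grouped by gene list (y axis; FAO, fatty acid oxidation; TCA, tricarboxylic acid; PDH, pyruvate dehydrogenase), and black bars are list medians. Medians lie below 0 for each mitochondrial list shown, from −0.36 for mtDNA-encoded genes to −0.10 for complex II, and at 0.32 for glycolysis.

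Fatty acid oxidation genes of both organelles fell. In mitochondria 13 of 17 members fell (14 when adjusted over the list alone, median −0.27, camera adjusted p = 5.30e-07). The medium-chain acyl-CoA dehydrogenase Acadm (−0.59 ± 0.09, adjusted p = 1.60e-10), Acaa2 (−0.35 ± 0.07), Acadl (−0.35 ± 0.07) and Etfdh (−0.40 ± 0.09) led them in the authors' deposited table. In peroxisomes 10 of 17 fell and 1 rose (10 and 1 when adjusted over the list alone, median −0.36, camera adjusted p = 3.79e-05), with the thiolases Acaa1b (−0.91 ± 0.11, adjusted p = 8.85e-14) and Acaa1a (−0.57 ± 0.09), Eci2 (−0.49 ± 0.07) and Acot4 (−0.54 ± 0.11) lowest in p in the authors' deposited table. The peroxisomal transporter that rose was Abcd2 (0.75 ± 0.24, adjusted p = 0.0153) in that deposited table. Other targets of PPARα, the nuclear receptor that induces these pathways, fell in 5 of 14 (7 when adjusted over the list alone), among them in the authors' deposited table Aldh3a2 (−0.96 ± 0.10, adjusted p = 2.18e-18), Acot1 (−0.79 ± 0.15) and Angptl4 (−0.34 ± 0.09). The fatty acid hydroxylases Cyp4a14 (−0.84 ± 0.24) and Cyp4a10 (−0.77 ± 0.27) fell there too. Ucp2, an uncoupling protein gene in that list, rose by 1.55 ± 0.12 (adjusted p = 2.09e-35) in the authors' deposited table, and Ppara itself stood at −0.14 ± 0.08 (adjusted p = 0.293). The camera adjusted p = 0.0284 of that list became 0.099 with a preset correlation of 0.05 and 0.0908 among genes of at least 10 CPM, of a range of 0.00272 to 0.099 over the alternatives.

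Genes of fatty acid uptake and binding fell in 6 of 10 and rose in 1 (6 and 1 when adjusted over the list alone, camera adjusted p = 0.0213, and 0.0707 with a preset correlation of 0.05, of a range of 0.00877 to 0.0707 over the alternatives). The fatty acid translocase Cd36 (GRCm38 chromosome 5, 17781690 to 17888959) was at −1.05 ± 0.13 (adjusted p = 4.59e-13) in the authors' deposited table, Slc27a2 (−0.31 ± 0.09) and Fabp2 (−0.43 ± 0.13) also fell, and lipoprotein lipase, Lpl (0.98 ± 0.17, adjusted p = 2.16e-07), rose. In the list of lipid droplet and PPARγ target genes of the fatty liver 3 of 13 fell, Cidec (−1.07 ± 0.19, adjusted p = 7.38e-07), Pparg (−0.82 ± 0.17) and Plin4 (−0.82 ± 0.19), and 1 rose, the acyltransferase Mogat1 (0.68 ± 0.25), by the authors' deposited table (camera adjusted p = 0.0462). That list call ended among genes of at least 10 CPM (adjusted p = 0.578), with a preset correlation of 0.05 (adjusted p = 0.126) and after removal of the trend on length (adjusted p = 0.0594) or on length and GC content (adjusted p = 0.052), of a range of 0.0296 to 0.578 over the alternatives. Genes of VLDL assembly rose in 5 of 11 and fell in 1 (6 and 1 when adjusted over the list alone, median 0.25, camera adjusted p = 0.0443, 0.116 with a preset correlation of 0.05 and 0.0519 without the length and GC trend, of a range of 0.0167 to 0.116 over the alternatives). The apolipoprotein genes Apoa4 (1.26 ± 0.13, adjusted p = 8.51e-21), Apoc3 (0.31 ± 0.07), Apoc2 (0.53 ± 0.15) and Apob (0.30 ± 0.09) and the phospholipid transfer protein Pltp (0.69 ± 0.26) rose and the transport GTPase Sar1b (−0.27 ± 0.08) fell in the authors' deposited table. Apoa5 was at 0.25 ± 0.10 (adjusted p = 0.0744) there and passed after recentring or removal of the length trend.

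Glycolysis genes rose in 10 of 19 members and fell in 1 (11 and 1 when adjusted over the list alone, median 0.32, camera adjusted p = 0.000157). Aldolase C, Aldoc (1.70 ± 0.13, adjusted p = 3.43e-39), and the muscle isoforms Pfkm (0.79 ± 0.10) and Pkm (0.71 ± 0.13) rose, as did Tpi1 (0.45 ± 0.07) and the liver isoforms Pfkl (0.52 ± 0.10) and Pklr (0.40 ± 0.14), in the authors' deposited table. The member that fell there was the lactate dehydrogenase subunit Ldha (−0.23 ± 0.07). Gapdh stood at 1.48 CPM there, far below other glycolytic genes such as Tpi1 at 408 CPM, so its value of −0.17 ± 0.25 says little. In gluconeogenesis 2 of 9 rose, the mitochondrial Pck2 (1.84 ± 0.19, adjusted p = 1.47e-19) and Fbp1 (0.31 ± 0.08), and 1 fell, the tyrosine aminotransferase Tat (−0.40 ± 0.14), by the authors' deposited table. Cytosolic Pck1 at −0.32 ± 0.12 (adjusted p = 0.0533) and G6pc at 0.06 ± 0.24 (adjusted p = 0.916) did not pass there, though Pck1 passed among genes of at least 10 CPM and after removal of the length trend. That list did not differ from other genes (camera adjusted p = 0.774, 2 higher and 2 lower when adjusted over the list alone, median −0.08, mean 0.15). Lipogenesis genes rose in 4 of 19 (4 when adjusted over the list alone, camera adjusted p = 0.348), the elongase Elovl6 (0.73 ± 0.15, adjusted p = 1.35e-05), the desaturase Scd1 (0.52 ± 0.12), Me1 (0.45 ± 0.12) and Acss2 (0.44 ± 0.12) in the authors' deposited table. Fasn at 0.17 ± 0.27 and Acaca at 0.37 ± 0.15 did not pass there (adjusted p = 0.777 and 0.0774), though Acaca passed after recentring or removal of the length trend. Sterol synthesis genes rose in 2 of 23, Dhcr7 (0.51 ± 0.11) and Hsd17b7 (0.51 ± 0.13) (camera adjusted p = 0.691), by the authors' deposited table. Of the bile acid genes 2 of 15 fell (1 when adjusted over the list alone), the sterol hydroxylase Cyp27a1 (−0.71 ± 0.09, adjusted p = 6.13e-13) and the transporter Slco1b2 (−0.19 ± 0.07) (camera adjusted p = 0.348). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was at −0.09 ± 0.27 (adjusted p = 0.894) and Cyp8b1 at 0.10 ± 0.14 (adjusted p = 0.728) in the authors' deposited table.

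Fgf21, the gene of a fasting- and stress-induced liver hormone (Entrez 56636; GRCm38 chromosome 7, 45613890 to 45615490), was higher in LSD1-LKO, at 1.14 ± 0.24 or 2.2-fold with an adjusted p = 3.49e-05 in the authors' deposited table. Fgf21 had a mean level of 3.69 CPM, so it was not tested in the setting of at least 10 CPM. Its receptors Fgfr4 (0.53 ± 0.10, adjusted p = 3.13e-06) and Fgfr1 (0.58 ± 0.15) rose and Fgfr2 (−0.40 ± 0.13) fell there, while the coreceptor Klb was at −0.18 ± 0.13 (adjusted p = 0.414). The regulators Atf4 at −0.02 ± 0.12, Creb3l3 at −0.07 ± 0.08 and Xbp1 at 0.19 ± 0.09 did not pass in the authors' deposited table (adjusted p = 0.955, 0.649 and 0.11), and the sign of Atf4 changed with recentring. The list of Fgf21, its receptors and its regulators moved both ways, with 3 of 10 higher and 1 lower (camera adjusted p = 0.736, median −0.05, mean 0.15). Ppargc1a, the gene of the mitochondrial cofactor PGC-1α, was at 0.20 ± 0.13 in the authors' deposited table and did not pass (adjusted p = 0.332). In the list of the integrated stress response and the mitochondrial unfolded protein response 5 of 18 rose and 1 fell (6 and 2 when adjusted over the list alone, camera adjusted p = 0.643). The asparagine synthetase Asns (2.20 ± 0.25, adjusted p = 3.40e-16), the glutathione-degrading Chac1 (0.80 ± 0.22), the stress hormone Gdf15 (0.77 ± 0.22) and the folate enzyme Mthfd2 (0.88 ± 0.27) rose in the authors' deposited table, each at a mean below 10 CPM. The serine synthesis gene Psat1 (0.73 ± 0.28) rose and the mitochondrial chaperonin Hspe1 (−0.25 ± 0.10) fell there as well. Of genes of the unfolded protein response of the endoplasmic reticulum 1 of 17 fell, Herpud1 (−0.37 ± 0.10) by the authors' deposited table (camera adjusted p = 0.292).

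Genes of NAD+ metabolism changed in 2 of 18 members, Nmnat2 at 1.40 ± 0.27 (adjusted p = 2.93e-06) and the mitochondrial NAD kinase Nadk2 (−0.23 ± 0.07) in the authors' deposited table. Nmnat2 had a mean of 1.46 CPM, against 5.1 CPM of Nmnat1. Nmnat1, the gene of the nuclear enzyme of NAD+ synthesis, was at −0.45 ± 0.18 and Nmnat3 at −0.35 ± 0.15 in the authors' deposited table, and with adjusted p = 0.0699 and 0.10 they did not pass. The list did not differ from other genes (camera adjusted p = 0.502; median −0.05, mean 0.03). Among sirtuins and transcription factors of mitochondrial genes 1 of 16 fell, Sirt7 (−0.35 ± 0.10, adjusted p = 0.0076) by the authors' deposited table (camera adjusted p = 0.379).

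**Figure D3:**
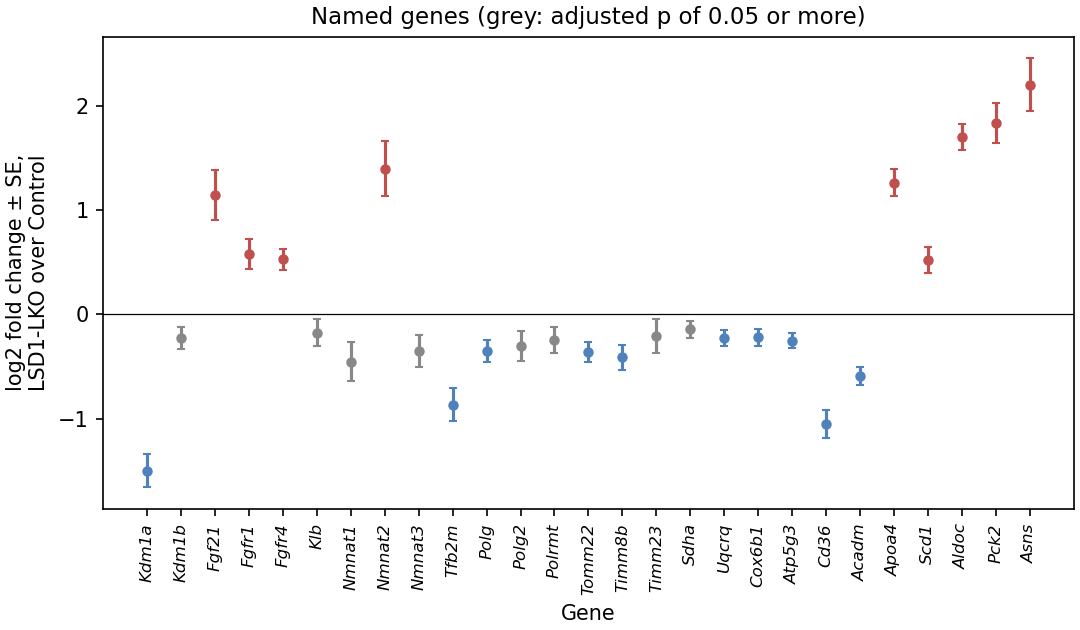
The log2 fold change of LSD1-LKO over Control (y axis) is shown for some of the named genes (x axis), with bars of ± 1 SE, both from the authors' deposited table. Kdm1a lies lowest at −1.50 and Asns highest at 2.20, and grey points had an adjusted p of 0.05 or more.

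Cytosolic ribosomal protein genes fell in 8 of 78 members (7 when adjusted over the list alone, median −0.15, camera adjusted p = 0.000245) and proteasome subunits in 3 of 31 (3 when adjusted over the list alone, median −0.12, camera adjusted p = 0.00282). Both list calls ended with a preset correlation of 0.05 (adjusted p = 0.0626 and 0.0626, of ranges of 6.06e-07 to 0.0626 over the alternatives and 8.33e-06 to 0.0626 over the alternatives). In the authors' deposited table Rplp1 (−0.40 ± 0.07, adjusted p = 4.16e-07), Rps26 (−0.34 ± 0.09), Rpl41 (−0.39 ± 0.12) and Rpl29 (−0.41 ± 0.13) led the ribosomal genes and Psmc4 (−0.32 ± 0.09, adjusted p = 0.00243), Psma6 (−0.29 ± 0.09) and Psmd14 (−0.34 ± 0.10) the proteasome. Ribosomal protein genes have many processed copies in the genome, and Rpl29 stood at 13.1 CPM, so their levels are uncertain. Of drug-metabolizing enzymes and their receptors 8 of 25 fell and 4 rose (9 and 5 when adjusted over the list alone, camera adjusted p = 0.0259, 0.126 with a preset correlation of 0.05, 0.209 by ranks and 0.0519 without the length and GC trend, of a range of 0.0138 to 0.209 over the alternatives). The authors' deposited table had Cyp2c29 at −1.30 ± 0.14, Gsta4 (−1.22 ± 0.14), Cyp3a25 (−0.77 ± 0.12) and Nr1i3 (−0.97 ± 0.16, adjusted p = 1.63e-08), the gene of the xenobiotic receptor CAR, among the falls. Besides Cyp1a2, Nqo1 (0.80 ± 0.16), Gstp1 (0.56 ± 0.12) and Gstm3 (0.75 ± 0.17) rose in it.

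Male-biased liver genes rose in 7 of 20 and fell in 3 (8 and 3 when adjusted over the list alone, camera adjusted p = 0.0213, 0.099 with a preset correlation of 0.05 and 0.226 by ranks, of a range of 0.00607 to 0.226 over the alternatives). In the authors' deposited table Susd4 (1.60 ± 0.09, adjusted p = 1.23e-61), Cyp4a12a (1.13 ± 0.10) and the complement gene C8b (0.80 ± 0.09) rose and the urinary protein gene Mup11 (−0.99 ± 0.15) fell, whose copies share reads, as did Cyp2d9 (−0.59 ± 0.10) and Hsd3b5 (−0.53 ± 0.14). Of female-biased genes 1 of 8 rose, Abcd2 at 0.75 ± 0.24 by that deposited table (1 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.849, median −0.08, mean 0.01). Pericentral genes rose in 3 of 16 and fell in 3 (3 and 4 when adjusted over the list alone, camera adjusted p = 0.965, median −0.02, mean 0.09), and the direction of the list test changed with recentring. The ammonium transporter Rhbg (2.23 ± 0.16, adjusted p = 7.79e-42), Cyp1a2 (0.49 ± 0.08) and Gulo (0.47 ± 0.09) rose and the abundant cytochrome Cyp2e1 (−0.66 ± 0.07), Oat (−0.75 ± 0.14) and Lhpp (−0.47 ± 0.12) fell in the authors' deposited table. Periportal genes rose in 2 of 16, the cadherin Cdh1 (1.75 ± 0.14, adjusted p = 2.18e-32) and Aldh1b1 (0.76 ± 0.23) by the authors' deposited table (camera adjusted p = 0.691).

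Interferon-stimulated genes rose in 8 of 20 (9 higher and 1 lower when adjusted over the list alone, median 0.27, camera adjusted p = 0.0117, and 0.0707 with a preset correlation of 0.05, of a range of 0.00228 to 0.0707 over the alternatives). The transcription factor Irf7 (1.04 ± 0.11, adjusted p = 7.02e-18), the nucleic acid sensors Zbp1 (1.27 ± 0.20) and Ifih1 (0.57 ± 0.10) and Usp18 (1.02 ± 0.18) led them in the authors' deposited table. Acute phase genes rose in 6 of 18 (7 when adjusted over the list alone), with Serpina3n (0.56 ± 0.09, adjusted p = 3.57e-09), Lcn2 (1.49 ± 0.28), Orm1 (0.49 ± 0.11) and Apcs (0.64 ± 0.15) by the authors' deposited table, and the list missed the threshold (camera adjusted p = 0.119) except among genes of at least 10 CPM (adjusted p = 0.0254, of a range of 0.0254 to 0.268 over the alternatives). Fetal liver genes rose in 2 of 9, Igf2bp2 (1.08 ± 0.25) and Peg3 (0.91 ± 0.21), by the authors' deposited table (camera adjusted p = 0.40). Of p53 targets and apoptosis genes 2 of 19 rose (1 when adjusted over the list alone), Bax (0.63 ± 0.14) and Btg2 (0.49 ± 0.18), by the same deposited table (camera adjusted p = 0.849). Neuronal genes under REST and CoREST rose in 1 of 5, Celf4 (0.82 ± 0.28), by the authors' deposited table (camera adjusted p = 0.849). Only these 5 of the 24 listed neuronal genes were tested, and Celf4 stood at 0.74 CPM, so this list test says little. For the p53 list the median of 0.02 and the direction of the test differed in sign. Clock genes fell in 2 of 16 (1 when adjusted over the list alone), Per1 (−0.38 ± 0.11) and Nr1d1 (−0.43 ± 0.16), in the authors' deposited table (camera adjusted p = 0.323). Of 21 proliferation genes Mcm6 (0.59 ± 0.20) rose and Mcm4 (−0.62 ± 0.21) fell in that deposited table (camera adjusted p = 0.292).

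Markers of liver cell types showed no list past the threshold at the preset correlation of 0.01. Of 12 hepatocyte markers 2 rose, Serpina1a (0.18 ± 0.07) and Cebpa (0.24 ± 0.09), and 1 fell, Cyp2e1, also a pericentral gene, at −0.66 ± 0.07, in the authors' deposited table (median 0.04, mean −0.02, camera adjusted p = 0.492). DESeq2 called 0 of 18 Kupffer cell and macrophage markers, 0 of 13 stellate cell markers and 0 of 4 neutrophil markers, against 3, 0 and 0 at an unadjusted p under 0.05. Their lowest p-values in the authors' deposited table were those of Cd74 at 0.38 ± 0.15, Lum at 0.23 ± 0.18 and S100a9 at 0.31 ± 0.27 (adjusted p = 0.0527, 0.435 and 0.524). The list medians were 0.10, 0.13 and 0.19 (camera adjusted p = 0.685, 0.813 and 0.747). Of sinusoidal endothelial markers 1 of 14 rose (0 when adjusted over the list alone), Stab1 (0.31 ± 0.11) by the authors' deposited table, with a median of −0.19 (camera adjusted p = 0.15, and 0.0204 by ranks, in the lower direction, of a range of 0.0204 to 0.405 over the alternatives). Also higher in the authors' deposited table were 1 of 9 cholangiocyte markers, Krt18 (0.48 ± 0.11), 1 of 10 T and NK cell markers, Cd4 (1.39 ± 0.20), and 2 of 10 B cell markers, Blnk (1.17 ± 0.21) and Ighm (0.69 ± 0.19). The same deposited table had 1 of 4 red blood cell markers, Alas2 (0.73 ± 0.11), and 2 of 3 markers of exocrine pancreas and gut, Cela1 (0.68 ± 0.12) and Cela2a (0.82 ± 0.28), higher. For these lists camera gave adjusted p = 0.774, 0.545, 0.453, 0.323 and 0.132, and for cholangiocytes the median of −0.0031 and the mean of 0.06 differed in sign. The 2 tested adipocyte markers were too few for the list test, and DESeq2 called 0 of them, against 1 at an unadjusted p under 0.05. Cfd was at −0.37 ± 0.18 (adjusted p = 0.154) in the authors' deposited table.

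Of 54 tested genes on an incomplete list of those that the text of the study names from its own measurements, 16 fell and 9 rose (22 and 12 when adjusted over the list alone, camera adjusted p = 0.0213). The list leaves out Mrps5 and Sirt7, for example, which both fell in the authors' deposited table. The study reported SIRT7 protein as unaltered. It measured the listed genes as mRNA, except Atf4, Ppara, Creb3l3 and Xbp1, which it measured as protein. The study chose these genes, so the list is not independent evidence of its direction, and its call ended with a preset correlation of 0.05 (adjusted p = 0.165) and among genes of at least 10 CPM (adjusted p = 0.115), of a range of 0.00279 to 0.165 over the alternatives. Further members that fell in the authors' deposited table were Mrpl11 (−0.36 ± 0.10), Mrpl49 (−0.39 ± 0.11), Ndufb3 (−0.31 ± 0.10) and Ndufb9 (−0.23 ± 0.08). Besides members already given above, those that did not pass there were Mrpl22 (−0.33 ± 0.14), Ndufs3 (−0.19 ± 0.09), Sdhb (−0.10 ± 0.09), Sdhc (−0.02 ± 0.08), Cyc1 (−0.16 ± 0.08), Uqcrc2 (−0.18 ± 0.07), Atp5k (−0.14 ± 0.09) and Atp5o (−0.10 ± 0.08). The smallest DESeq2 adjusted p among these further members was 0.081, that of Uqcrc2, and the sign of Sdhc changed with recentring.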

Values the study reported

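The study reported 1732 genes as downregulated in its RNA-seq analysis of LSD1-LKO liver, of which 356, or 20.6%, were mitochondrial genes. These were 30.7% of the 1158 mouse mitochondrial genes in the catalogue that it used.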

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

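Recentring the folds, removing the length and GC trend, the preset correlation of 0.05 and the rank form were chosen after seeing the data, as was the length trend for results other than the mitochondrial genes. No paired analysis was possible because the authors' deposited table holds no value per liver. For the same reason leaving out each liver, a block on the replicate number (with or without the length trend), edgeR or limma fits, other size factors, other pseudocounts, an estimated inter-gene correlation, fry and other splits of the 6 livers were not run. No result here has therefore been tested against the choice of livers, and the depth of each liver is unknown. Kdm1a kept its call in every setting run. Its sign did not change between settings either, but the lower direction itself was set by how the ratio was read. The count of higher genes ranged from 935 among genes of at least 10 CPM, where fewer genes were tested, to 2353 at an unadjusted p under 0.05, and lay within 1.5 times of 1754 in all settings but the first. Lower genes numbered 463 at an adjusted p under 0.01 and 1634 at an unadjusted p under 0.05, by the thresholds' construction. Mitochondrial genes that fell numbered 37 and 118 at these thresholds and 49 after recentring, against 76, and Fisher's exact p stayed at or below 1.45e-15 in every setting. The number of lists past the threshold, 22 of 52, went to 6 with a preset correlation of 0.05, since a larger assumed correlation widens the test's error, and the mtDNA-encoded, mitochondrial ribosome, import, mitochondrial and peroxisomal fatty acid oxidation and glycolysis lists remained. For cell type markers 1 list, the endothelial one, passed in the rank form against 0 with the statistics themselves, and the cause was not tested. Of the named genes, 7 of 191 lost their call without a filter (Atp5j, Atp5j2, Btg2, Cebpa, Mogat1, Nr1d1, Slco1b2), 7 after recentring (Atp5j, Atp5j2, Cox6b1, Ndufb9, Nr1d1, Slco1b2, Uqcrq), 5 without the length trend (Atp5j, Atp5j2, Cox6b1, Ndufb9, Uqcrq) and 7 without the length and GC trend (Atp5j, Atp5j2, Cebpa, Cox6b1, Ndufb3, Slco1b2, Uqcrq), and none of the called ones changed direction in these settings. Calls were gained by Cd74 and Pck1 among genes of at least 10 CPM, by Acaca, Apoa5, Cd74 and Xbp1 after recentring, by Acaca, Apoa5, Cd74 and Pck1 without the length trend and by Acaca and Pck1 without the length and GC trend.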

Other observations

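The tests of hepatocyte markers, of other cell types and of imprinted genes, the second comparison of neighbours with the demand that both be passed, the interval of the ratio at 100 CPM or more, recentring, removal of the length and GC trend and the preset correlation of 0.05 were chosen only after results had been seen. Imprinted genes, which are expressed from 1 parental copy, may be more frequent among the genes that rose. Of 36 tested genes on a list of imprinted mouse genes, 10 rose (27.8%) and 1 fell, against 12.3% of other genes that rose (Fisher's exact test, two-sided, p = 0.00962). By the authors' deposited table, Peg10 (3.11 ± 0.18) and its neighbours Sgce (1.45 ± 0.16) and Ppp1r9a (0.44 ± 0.12) on chromosome 6, Meg3 (2.44 ± 0.25) and Rian (2.22 ± 0.27) on chromosome 12, and Cdkn1c (1.59 ± 0.22), Phlda2 (1.91 ± 0.28), Slc22a18 (0.78 ± 0.08) and Kcnq1ot1 (0.80 ± 0.27) in 1 cluster on chromosome 7 rose, as did Peg3 (0.91 ± 0.21), while the amino acid transporter Slc38a4 (−0.36 ± 0.08) fell. Since 9 of those that rose lay in 3 clusters, they are not independent, and the list was written after Peg10, Meg3 and Peg3 had been seen. These names were chosen after their values were seen.

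Genes that rose may lie next to each other more often than chance gives. Among 13119 pairs of adjacent tested genes with different name stems (the first 4 letters), both genes rose in 260 pairs, against a median of 204 and an upper bound of the central 95% of 229 over 10000 permutations of the calls (permutation p = 0.0001, one-sided, the smallest they can give). A second comparison, chosen after the first, left out overlapping genes and permuted calls within 10 classes of base mean: 235 pairs stood against an upper bound of the central 95% of 207 (permutation p = 0.0001, one-sided). For genes that fell the numbers were 62 pairs against 61 (permutation p = 0.0211, one-sided), and 57 against 57 in the second comparison, which did not exceed it. Shared regulation of neighbours and read-through of transcripts were not told apart.

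The fall of nuclear-encoded mitochondrial genes had a median of −0.20 on the log2 scale (95% bootstrap interval −0.22 to −0.18). After removal of the trend on transcript length and GC content, the median was −0.17, and the upper end of its interval, −0.149, stayed beyond 0.5 of the uncorrected median, which argues against that bias as the whole source. Among 10000 random lists matched on base mean, and 10000 matched also on length, the lower bound of the central 95% of the medians was −0.0779 at its lowest and 0 and 0 lists were as low, so an offset shared by genes of that level leaves most of the fall. Hepatocyte markers had a median of 0.04 with a lower end of −0.111, above the mitochondrial median, which argues against a smaller share of hepatocytes as the whole source. Only 12 markers were tested and they moved both ways, 3 higher and 3 lower at an unadjusted p under 0.05, so a part played by it stays open. Cytosolic ribosomal protein genes and proteasome subunits fell too, by the smaller medians of −0.15 and −0.12, and a response to the knockout, RNA quality, and the health or feeding state of the mice were not tested against each other and stay open.

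Cytosolic ribosomal protein genes, which the design did not single out, had a median of −0.15 that became −0.12 after removal of the length and GC trend, with an upper end of −0.0881, beyond 0.5 of the uncorrected median. The lower bound of the central 95% of matched lists was −0.0981 at its lowest, with 0 and 1 of 10000 lists as low. The 39 members above the median level of the list had a median of −0.17 with an upper end of −0.151, so the fall was not confined to the weakest members. The share of reads lost to processed copies was not measured, so this split cannot decide whether such a loss plays a part. RNA quality and the strand and copy handling of the counting stay open, and the list call did not outlast a preset correlation of 0.05 (adjusted p = 0.0626, of a range of 6.06e-07 to 0.0626 over the alternatives).

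More genes rose than fell, at a ratio of 2.07 with 846 lower genes. At an unadjusted p under 0.05 the ratio was 1.44 with 1634 lower genes. The study's count of downregulated genes, quoted above, exceeds both counts. The study also counts its altered genes with and without LSD1 binding. If these come from the same calls, they leave slightly fewer higher than lower genes. The balance in the study's own calls then differs from the excess of higher genes found here. Recentring of the folds raised the ratio of 2.07 to 3.48, but the median used, −0.04, was below 0 and fixed that direction. This therefore decides nothing about an offset of the normalization. An offset that raised genes of all levels alike would raise the most abundant ones too, whereas at 100 CPM or more the 95% Clopper-Pearson interval of the ratio ended at 0.782, with calls taken as independent, which argues against it as the whole source. Among genes of at least 10 CPM the ratio was 1.16, within the range set beforehand for an excess that sits in genes of low counts, but this pools opposite ratios, 1.49 at 10 to 100 CPM and 0.634 at 100 CPM or more, so that explanation stays open. Markers of the 8 other cell types with at least 4 tested markers had medians whose intervals reached at most 0.732, under the bar of 1 set from the top genes, but 516 of the 1754 higher genes reached 2-fold, so that bar decides little and a smaller influx of cells stays open, as does release of genes that LSD1 keeps low.

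The lists of nuclear-encoded mitochondrial genes made up 8.98% of the genes that fell, and 7.22% of the 1634 that fell at an unadjusted p under 0.05. Both are lower than the share quoted from the study above, which rests on a larger catalogue, so that a lower share is in part built in. Of the tested members of the lists 32.1% fell at an adjusted p under 0.05 and 49.8% at an unadjusted p under 0.05. The first is close to the share of its catalogue quoted from the study above, and the second is well above it. The genes differ, the shares here are of tested members, and the study does not say whether its threshold was on the adjusted p. Nearness to the study's share thus depends on the threshold.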
